# Gemini quaternary ammonium compound PMT12-BF4 inhibits *Candida albicans* via regulating iron homeostasis

**DOI:** 10.1038/s41598-020-59750-5

**Published:** 2020-02-19

**Authors:** Li-Hang Hsu, Dobrawa Kwaśniewska, Shih-Cheng Wang, Tang-Long Shen, Daria Wieczorek, Ying-Lien Chen

**Keywords:** Antifungal agents, Pathogens

## Abstract

Quaternary ammonium compounds (QACs) are classified as cationic surfactants, and are known for their biocidal activity. However, their modes of action are thus far not completely understood. In this study, we synthesized a gemini QAC, PMT12-BF4 and found that it exerted unsurpassed broad-spectrum antifungal activity against drug susceptible and resistant *Candida albicans*, and other pathogenic fungi, with a minimal inhibitory concentration (MIC) at 1 or 2 μg/mL. These results indicated that PMT12-BF4 used a mode of action distinct from current antifungal drugs. In addition, fungal pathogens treated with PMT12-BF4 were not able to grow on fresh YPD agar plates, indicating that the effect of PMT12-BF4 was fungicidal, and the minimal fungicidal concentration (MFC) against *C. albicans* isolates was 1 or 2 μg/mL. The ability of yeast-to-hyphal transition and biofilm formation of *C. albicans* was disrupted by PMT12-BF4. To investigate the modes of action of PMT12-BF4 in *C. albicans*, we used an RNA sequencing approach and screened a *C. albicans* deletion mutant library to identify potential pathways affected by PMT12-BF4. Combining these two approaches with a spotting assay, we showed that the ability of PMT12-BF4 to inhibit *C. albicans* is potentially linked to iron ion homeostasis.

## Introduction

*Candida albicans* is an opportunistic fungal pathogen causing candidiasis mainly in immunocompromised individuals with candidemia, or superficial infections such as oral thrush and vaginal infections^1^. To date, polyenes, azoles, and echinocandins are the dominant antifungal classes used to cure candidiasis^1^. However, increased incidence of drug resistance has reduced the efficacy of drugs in these classes, indicating an urgent need to develop antifungal agents to combat drug-resistant *C. albicans*.

Simple surfactants whose structures are based on quaternary ammonium compounds (QACs) are usually made of a positive nitrogen atom with four substituents attached to the nitrogen atom, at least one of which is a long alkyl chain. QACs have many applications, for example in anesthesiology, dentistry, ophthalmology, and asthma^2–5^. A single range of applications is directly related to their biocidal activity. QACs have biocidal activity not only against Gram-positive and Gram-negative bacteria but also against fungal pathogens^6,7^. However, there are limited studies on gemini surfactants derived from QACs. Gemini surfactants are made of two polar heads separated by a spacer. Polar heads can have a positive charge when synthesized from quaternary ammonium salts, and they can be substituted with alkyl chains called tails. With the presence of hydrophobic rigid or flexible spacers and two identical or different hydrophilic heads, it becomes possible to synthesize dimeric surfactants with diverse structures^8^.

Gemini surfactants have significantly higher surface activity compared to conventional analogues. The reason for the increased activity of gemini surfactants is the larger total number of carbon atoms in the hydrophobic chains^9,10^. Moreover, their biocidal properties are noteworthy and characterized by a broad spectrum of antimicrobial activity^11,12^. However, the potential mechanisms that gemini QACs use to target pathogens remains unknown.

In this study, we demonstrated that a newly synthesized gemini QAC, 1, 5-bis(dodecyl)−1, 1, 3, 5, 5-pentamethyl-3-aza-1, 5-pentanediammonium ditetrafluoroborate (PMT12-BF4), possesses novel fungicidal activity against a broad spectrum of fungal pathogens including drug-resistant *C. albicans*. The hyphal growth and biofilm formation of *C. albicans* were reduced after PMT12-BF4 treatment, and the mode of action of this compound was potentially associated with iron ion homeostasis based on RNA sequencing, mutant library screening, and spotting assays.

## Results

### Synthesized surfactants exhibited a broad spectrum of antifungal activity

Two gemini QACs (PMT12-BF4 and PMT16-BF4) were synthesized (Fig. 1) to test antifungal activity against clinical drug-susceptible and -resistant *C. albicans* isolates, and multiple fungal pathogens (Table 1). PMT12-BF4 with 12 carbons in the alkyl chain exhibited novel antifungal activity against *C. albicans* SC5314 with MIC = 1 μg/mL, as well as drug-resistant 12–99 and 89 isolates with both MIC = 1 μg/mL (Table 2). In addition, PMT12-BF4 was also effective against non-*albicans Candida* species including *C. tropicalis* MYA3404 (2 μg/mL) and *C. glabrata* CBS138 (1 μg/mL), and other human or plant pathogenic fungi such as *Cryptococcus neoformans* H99 (1 μg/mL)*, Aspergillus fumigatus* AF293 (2 μg/mL), *Fusarium oxysporum* FOSC3-a (2 μg/mL), and *Fusarium oxysporum* f. sp. *lycopersici* 4287 (2 μg/mL) (Table 2). In contrast, the analogue PMT16-BF4 which possessed an alkyl chain with 16 carbons was not effective against *C. albicans* (MIC > 64 μg/mL) (Table 2), indicating the critical role of the length of the alkyl chain in gemini QACs.

**Figure 1:**
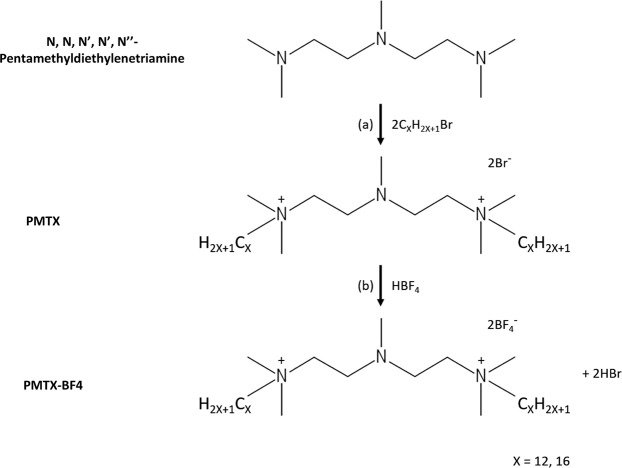
Diagram of the synthesis reactions of PMTX-BF4 compounds. (**a**) PMTX was synthesized as a result of the reaction of a tertiary amine (N, N, N′, N′, N′′- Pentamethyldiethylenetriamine) with an alkyl bromide. (**b**) PMTX-BF4 was synthesized after ion exchange reaction of PMTX and tetrafluoroboric acid.

**Table 1:** Fungal pathogens used in this study.

Strains	Description	Reference
*Candida albicans* SC5314	clinical isolate	^31^
*Candida albicans* 12–99	clinical fluconazole resistant	^32^
*Candida albicans* 89	clinical echinocandin resistant	^33^
*Candida tropicalis* MYA3404	clinical isolate	^34^
*Candida glabrata* CBS138	clinical isolate	^35^
*Cryptococcus neoformans* H99	clinical isolate	^36^
*Malassezia furfur* BCRC22950	clinical isolate	^37^
*Aspergillus fumigatus* AF293	clinical isolate	^38^
*Fusarium oxysporum* FOSC3-a	clinical isolate	^39^
*Fusarium oxysporum* f. sp. *lycopersici* 4287	tomato isolate	^40^

**Table 2:** MICs and MFCs (μg/mL) of PMT12-BF4 and PMT16-BF4 against fungal pathogens.

	PMT12-BF4		PMT16-BF4	
	MIC	MFC	MIC	MFC
*C. albicans* SC5314	1	1	>64	>64
*C. albicans* 12–99	1	1	>64	>64
*C. albicans* 89	1	1	>64	>64
*C. tropicalis* MYA3404	2	2	>64	>64
*C. glabrata* CBS138	1	1	4	4
*Cr. neoformans* H99	1	1	4	4
*M. furfur* BCRC22950	>64	>64	>64	>64
*A. fumigatus* AF293	2	2	4	>64
*F. oxysporum* FOSC3-a	2	2	4	4
*F. oxysporum* f. sp. *lycopersici* 4287	2	2	4	>64

MIC: minimum inhibitory concentration; MFC: minimum fungicidal concentration.

Interestingly, not all fungal pathogens tested showed similar susceptibility to PMT16-BF4. *C. glabrata* CBS138 and *C. neoformans* H99 showed higher susceptibility (MIC = 4 μg/mL) to this compound. Moreover, growth of *F. oxysporum* f. sp. *lycopersici* 4287, *F. oxysporum* and *A. fumigatus* AF293 was also inhibited by PMT16-BF4. Interestingly, the dandruff borne fungus, *Malassezia furfur*, was resistant to both PMT12-BF4 and PMT16-BF4 (*i.e*., MIC > 64 μg/mL), indicating the compound’s target(s) in *M. furfur* might be distinct from other compound-susceptible fungi (Table 2).

### PMT12-BF4 exhibited fungicidal activity against *C. albicans*

To determine whether these gemini QACs were fungicidal, MFCs were obtained by spotting assay after MIC determination. We demonstrated that PMT12-BF4 was fungicidal to all fungal pathogens tested except *M. furfur*, while PMT16-BF4 was only fungicidal to *C. glabrata*, *C. neoformans* and *F. oxysporum* FOSC3-a (Table 2). Furthermore, as shown in the growth kinetics assay, *C. albicans* cells treated with the MIC of PMT12-BF4 in YPD (2 μg/mL) did not increase even after incubation for 48 h (Fig. 2A). The fungicidal activity of PMT12-BF4 against *C. albicans* was further confirmed by time-killing assays. The number of colony forming units (CFUs) decreased >99% compared to initial inoculum after 48 h incubation at 4 μg/mL PMT12-BF4 (Fig. 2B).

**Figure 2:**
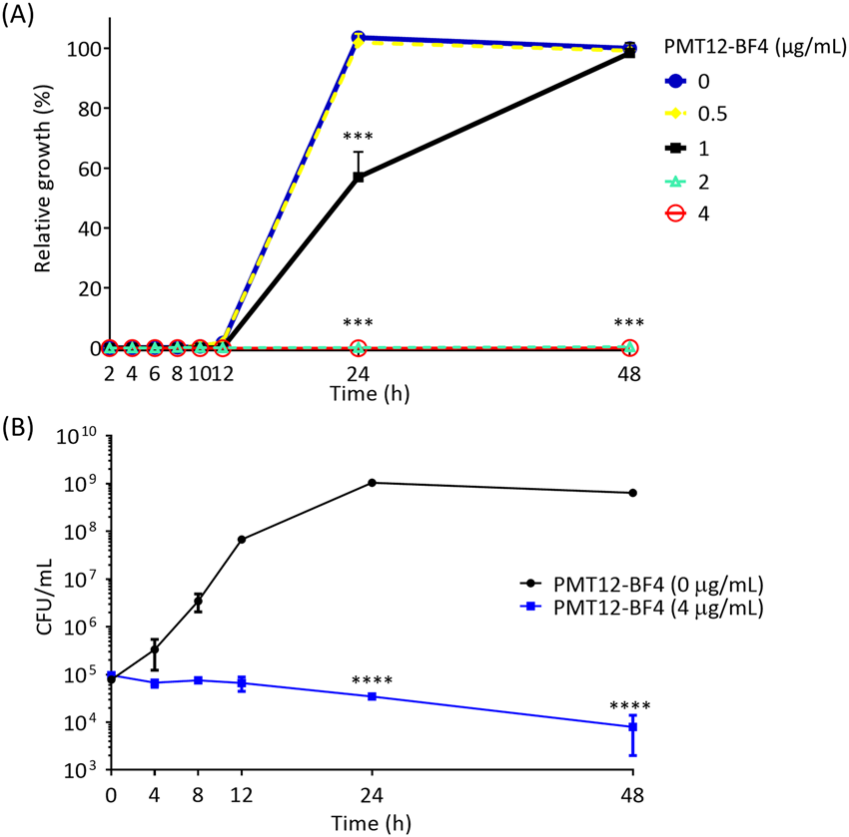
Growth kinetics and time-kill curves of *C. albicans* SC5314 exposed to PMT12-BF4. (**A**) *C. albicans* SC5314 overnight culture was diluted with YPD and PMT12-BF4 was added at the indicated concentrations. Cells were incubated at 30 °C and OD_600_ was measured at 0, 2, 4, 6, 8, 10, 12, 24 and 48 h. Wells without PMT12-BF4 (*i.e*., 0 μg/mL) at 48 h was set as 100% relative growth compared to the initial OD_600_ value at 0 h. Error bars represent standard deviations from three technical repeat experiments. (**B**) Overnight cultures of *C. albicans* SC5314 were washed twice with ddH_2_O and inoculated into fresh YPD broth to a volume of 3 mL (10^5^ CFU/mL) with or without PMT12-BF4. The cultures were incubated at 30 °C, and a 100 μL aliquot was removed from each culture at the indicated time points (0, 4, 8, 12, 24 and 48 h), serially diluted and plated on a solid YPD agar plate and incubated at 37 °C for 24 h in order to determine the colony forming units (CFU). Two-way ANOVA and Dunnett’s multiple comparisons test were performed; asterisks represent significant difference (*P* < 0.001) compared to wells without PMT12-BF4 at each time point.

### PMT12-BF4 reduced yeast-to-hyphae transition in *C. albicans*

The ability to undergo yeast-to-hyphae transition is a critical virulence factor in *C. albicans*. To determine this ability in *C. albicans*, cultures were grown overnight in YPD, washed twice with ddH_2_O, and incubated at 37 °C with RPMI 1640 medium to induce hyphal development. The length of germ tubes decreased after 3 h incubation in the presence of 0.25 μg/mL PMT12-BF4, indicating that PMT12-BF4 can interfere with morphological transition in *C. albicans* (Fig. 3A). Moreover, cells exposed to PMT12-BF4 at 2 μg/mL showed wrinkled cell surfaces and even broken cells under SEM observation. (Fig. 3B).

**Figure 3:**
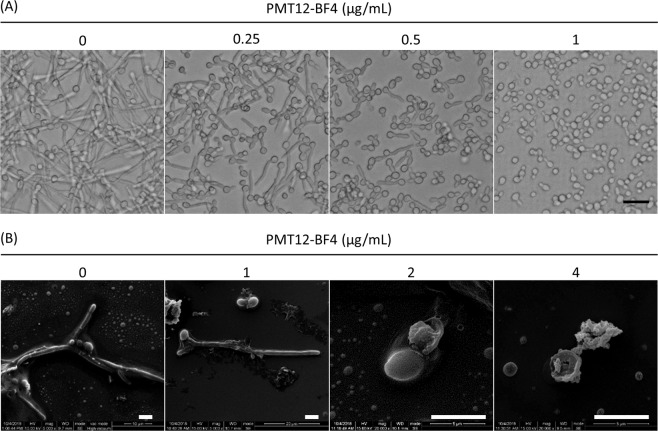
PMT12-BF4 inhibits *C. albicans* from germination. (**A**) *C. albicans* SC5314 overnight culture was diluted with 1 mL RPMI 1640 medium to OD_600_ 0.25, and PMT12-BF4 was added at the indicated concentrations. After incubation for 3 h at 37 °C, cells were observed with an optical microscope at 400×. Scale bar = 20 μm. (**B**) *C. albicans* overnight culture was diluted with 3 mL RPMI 1640 medium to 10^5^ CFU/mL, and PMT12-BF4 was added at the indicated concentrations. After incubation for 3 h at 37 °C, cells were pre-fixed with 2% glutaraldehyde, washed with PBS, pro-fixed with 1% OsO_4_, and dehydrated with a series of ethanol washes. Cells were dried with a critical point dryer. Gold was coated on samples before scanning electron microscopic observation. Scale bar = 5 μm.

### PMT12-BF4 interfered with *C. albicans* biofilm formation

The ability of *C. albicans* to form a biofilm is usually linked to drug tolerance. We thus tested PMT12-BF4 interference of biofilm formation in *C. albicans*. There was reduction in biofilm formation after addition of PMT12-BF4 at 2 or 4 μg/mL in drug-susceptible strain SC5314 and echinocandin-resistant isolate 89, and the biofilm structure could be easily removed by gently pipetting up and down during the wash step (Fig. 4A). The fluconazole-resistant isolate 12–99 only showed reduced biofilm formation at 4 μg/mL PMT12-BF4 (Fig. 4A). In summary, the biofilm formation was decreased by more than 50% with treatment with PMT12-BF4 at 4 μg/mL in three *C. albicans* strains (SC5314, 12–99, and 89) as compared with the control group (Fig. 4B).

**Figure 4:**
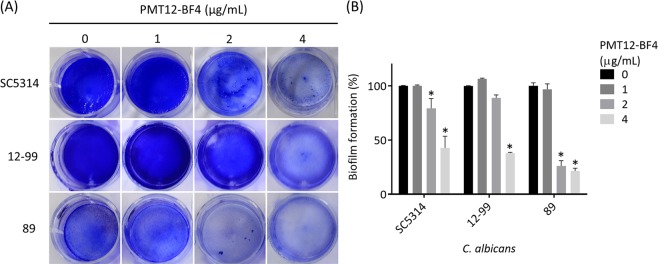
PMT12-BF4 interferes with biofilm formation of drug-resistant *C. albicans* isolates. (**A**) Overnight culture was diluted with Spider medium to 0.5 OD_600_, and PMT12-BF4 was added after 2 h incubation at 37 °C for cell adhesion at the indicated concentrations. Crystal violet staining and EtOH destaining were carried out after 24 h for biofilm formation. (**B**) A statistical diagram of (**A**) from 3 replicates. The OD_595_ was measured after destaining, and wells without PMT12-BF4 were set as 100% biofilm formation. The asterisk represents significant difference (Two-way ANOVA, *P* < 0.05).

### Genome-wide analysis of PMT12-BF4-mediated genes in *C. albicans*

To investigate PMT12-BF4-mediated genes, we performed transcriptome analysis. We extracted *C. albicans* RNA in the presence or absence of PMT12-BF4 at 1 μg/mL for RNA sequencing experiments. 

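The processed files hold 1 library from untreated *C. albicans* SC5314, the strain of the reference genome, and 1 library from the same strain given 1 μg/mL PMT12-BF4, a gemini quaternary ammonium compound with a pair of cationic head groups joined by a linker and a dodecyl chain on each. Both cultures were started at an OD600 of 0.25 in 5 mL YPD and kept for 3 h at 30 °C and 200 rpm. With 1 library per condition, no difference between them has a replicate check, and no transcript was called up- or down-regulated by a test. An exact test was run only with an assumed spread between replicates, to examine the p-values that the authors deposited. For each RefSeq transcript the authors deposited an expected count, TPM and FPKM in the layout of the RSEM program, which divides a read that matches several transcripts between them. The aligner, its settings and the genome build are not given in the sources used here. Gene symbols come from the RefSeq gene table of assembly ASM18296v3, which held every transcript identifier and gave 2831 of them a symbol, and the remaining transcripts are named by their locus tags. The expected counts were rounded to whole numbers and summed to 24543733 in the untreated library and 32552796 in the treated library. The 4 rRNA transcripts took 27.2% of the untreated and 31.2% of the treated counts although the RNA had been enriched for poly(A). The log_2_ fold change was taken as treated over untreated, from each count plus 0.5 divided by the library total, over the 5696 transcripts with a summed count of at least 20. Intervals are exact (Clopper-Pearson) 95% intervals of the ratio of the 2 counts and cover counting error only. A transcript with 0 counts in a library was set at a floor of 3 counts, which is 0.122 CPM (counts scaled to a library total of 1e+06) in the untreated and 0.0922 CPM in the treated library. Under this scaling the median transcript had a log_2_ fold change of −0.28. Scaling with the TMM factors of edgeR moved the median to −0.0030 by adding 0.27 to every value.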

RNAs extracted from cultures in fresh YPD medium were set as a control group for further fold-change analysis. 

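Of the 5696 transcripts tested, 31 had a log_2_ fold change of 2 or more and 29 of −2 or less, so 51.7% of the transcripts past the threshold were higher in the treated library. With TMM scaling the numbers were 43 and 17, or 71.7% higher, and all 31 and 17 of the 29 transcripts were past the threshold under both scalings. Without a filter on low counts, 50 were higher and 51 lower. The authors' deposited table gives a log_2_ fold change and a p-value for each transcript, and in the authors' deposited table 53 transcripts with a value of 2 or more and 20 with −2 or less also had a p below 0.05. All 31 higher and 17 of the lower transcripts counted here are among those. Of the 43 entries of Table 3, 25 carry a gene name that is a symbol in the RefSeq table, and 24 of these passed the filter. For 20 of them the log_2_ fold change was past the threshold in the direction of Table 3. Across these 24 genes, which are not independent replicates, Pearson's r between the log_2_ fold changes computed here and those of Table 3 was 0.987. Both sets of values come from the same counts, so a high r was fixed beforehand and is not independent support. The largest gaps were for the transcripts named *FET3* and *IFD6*.

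**Figure D1:**
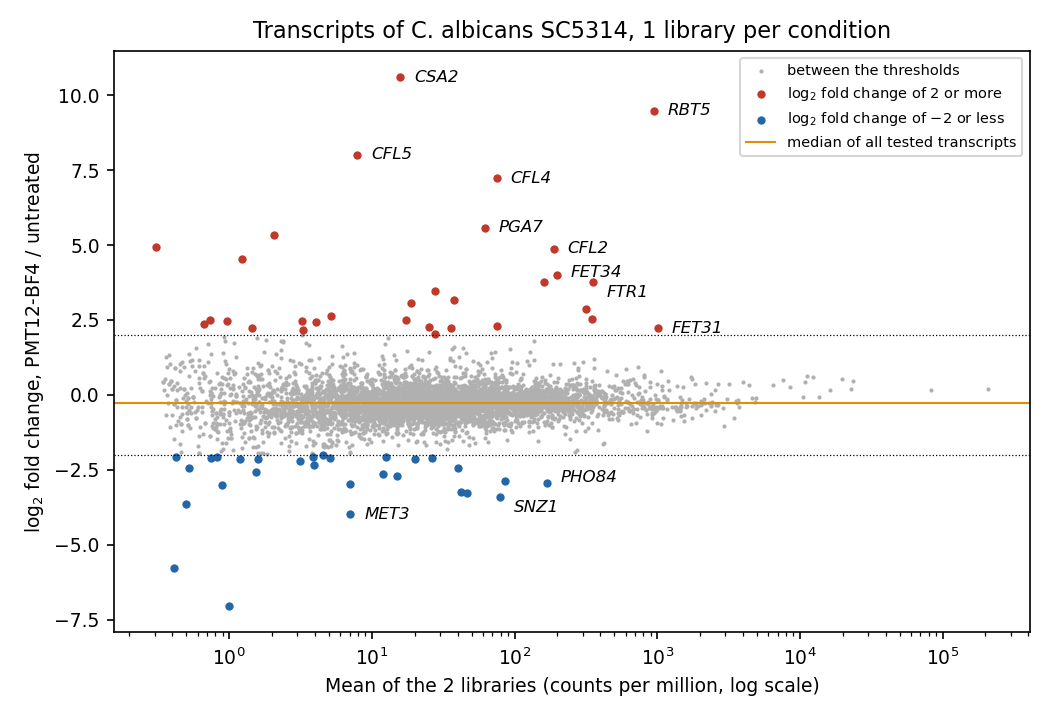
Log_2_ fold change of each tested transcript (vertical axis, PMT12-BF4 over untreated) against the mean CPM of the 2 libraries (horizontal axis, log scale). The 31 transcripts at 2 or more are red and the 29 at −2 or less are blue, the dotted lines mark the thresholds, and the orange line marks the median of −0.28. The height of a transcript with 0 counts in a library, such as *CSA2*, depends on the 0.5 added to each count.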

Results of RNA sequencing revealed that transcriptome expression of cultures treated with PMT12-BF4 showed 42 differentially expressed genes (DEGs; *P* < 0.05). In the presence of PMT12-BF4, 34 genes were up-regulated with a log_2_ fold-change ranging from 2 to 9.76, and 22 of the genes have been characterized. On the other hand, 8 genes were down-regulated with a log_2_ fold-change ranging from 2 to 3.73, and all of them have been characterized. 

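*RBT5*, a cell wall protein linked to a GPI anchor, had 65 counts in the untreated library and 61897 in the treated library, a log_2_ fold change of 9.48 (95% interval 9.14 to 9.86). The authors' deposited table gives 9.76 for it. *CFL5* had 1 count untreated and 515 treated, a ratio of 388 scaled to the library totals with an interval from 69.4 to 15366, so its size was poorly determined at this depth. *CFL4* rose from 24 to 4873 counts (7.23, interval 6.68 to 7.90) and *PGA7* from 62 to 3937 (5.57, interval 5.22 to 5.97). *CSA2*, which is not in Table 3, had 0 counts untreated and 1026 treated, 258-fold higher against the floor. The lower limit of the 95% counting interval of its ratio was 209. Of the 31 up-regulated transcripts, 20 are entries of Table 3 by name or by value. The other 11 were *CSA2*, *FTR1*, *SIT1*, *HCM1*, *CSA1*, *CCC2*, *SEN2*, *FRE9*, *COI1*, CAALFM_C402230CA and CAALFM_CR01340WA, of which *COI1* was named only after its value was seen. *FTR1* rose from 1187 to 21560 counts, a log_2_ fold change of 3.77 (interval 3.69 to 3.86). In 5 of the 31 the untreated library held 3 counts or fewer.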

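The 29 transcripts with a log_2_ fold change of −2 or less included 8 entries of Table 3. *MET3* fell from 327 to 27 counts (−3.98, 95% interval −4.63 to −3.44), *FDH1* from 2079 to 286 (−3.27, interval −3.45 to −3.09) and *MET10* from 1884 to 263 (−3.25, interval −3.44 to −3.06). *AOX2* fell from 3730 to 682 counts (−2.86), *SUL2* from 65 to 14 (−2.58) and *CHA1* from 1671 to 407 (−2.44). Outside Table 3, *SNZ1* fell from 3526 to 446 counts (−3.39, interval −3.54 to −3.25) and *PHO84* from 7328 to 1262 (−2.94, interval −3.03 to −2.86). CAALFM_C300680CA had 49 counts untreated and 0 treated, 21.7-fold lower against the floor, with an upper 95% counting limit of its ratio of 0.0590. Its deposited count was not a whole number, as happens when reads are shared with another transcript. In 3 of the 29 the treated library held 3 counts or fewer.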

Relative expression of 3 up- and 3 down-regulated genes was confirmed by qRT-PCR (Fig. 5). Gene ontology of characterized genes found that up-regulated genes were mainly involved in oxidizing metal ions, ferric-chelate reductase activity, iron ion transmembrane transporter, and oxidoreductase activity, while down-regulated genes were mainly involved in oxidoreductase activity, vitamin binding and coenzyme binding (Table 3).

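The authors' deposited table attaches gene ontology terms to 3088 of the transcripts, and 20 of the 31 up-regulated and 12 of the 29 down-regulated transcripts had at least 1 term. Of 254 tested transcripts with the term oxidoreductase activity, 10 were up-regulated (*CFL1*, *CFL2*, *CFL4*, *CFL5*, *FET31*, *FET34*, *FRE9*, *FRE10*, *FRP1* and CAALFM_C402230CA), which is 3.94%, against 0.669% of the 2989 tested transcripts with any term. The same term was attached to 4 of the down-regulated transcripts, *AOX2*, *FDH1*, *MET10* and CAALFM_C503770CA. Iron ion transmembrane transporter activity was attached to 4 transcripts, of which *FTR1* and *FTH1* were up-regulated. The terms for oxidizing metal ions and for ferric-chelate reductase activity were attached to 0 transcripts in the authors' deposited table. Coenzyme binding was attached to 75 tested transcripts, of which *FDH1* and CAALFM_C503770CA were down-regulated. Vitamin binding was attached to 37, of which only *AAT22* was past the threshold at −2.09, and with TMM scaling 0 were. The paper does not state the source of its terms, and 12 of the 29 down-regulated transcripts carried any term here. A transcript without a term here may have it in the annotation used by the paper, so these counts do not test its ontology result. *AAT22* and CAALFM_C503770CA were named after their values were seen. No enrichment p-value was computed, since the genes of 1 pair of libraries are not replicates.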

**Figure 5:**
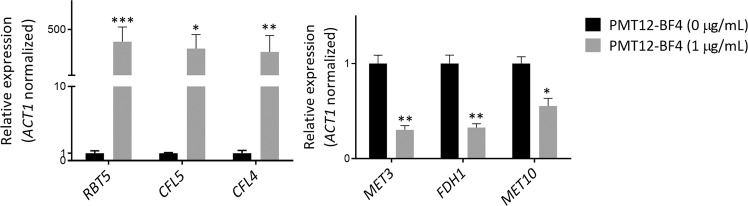
Real-time qRT-PCR confirms the relative expression of genes regulated by PMT12-BF4. *C. albicans* SC5314 cells were grown overnight in liquid YPD at 30 °C, washed twice with ddH_2_O, and adjusted to 0.25 OD_600_ with 5 mL fresh YPD in the presence or absence of 1 μg/mL PMT12-BF4. The cultures were incubated at 30 °C for 3 h with shaking at 200 rpm. Cells were collected for total RNA extraction and further real-time qRT-PCR. Significant differences were analyzed using unpaired *t* test. Asterisks represent significant difference (*P < 0.05; **P < 0.01; ***P < 0.001).

**Table 3:** Genes regulated in *C. albicans* SC5314 after PMT12-BF4 treatment.

Up-regulated (34)			
ORF	Gene	Function	Log_2_ fold change
CAL0000195131	*RBT5*	GPI-linked cell wall protein	9.76
CAL0000201731	*CFL5*	Ferric reductase; induced in low iron	8.71
CAL0000185898	*CFL4*	C-terminus similar to ferric reductases	7.53
CAL0000195181		Unknown	6.95
CAL0000201827	*PGA7*	GPI-linked hyphal surface antigen; heme binding	5.85
CAL0000192147		Unknown	5.83
CAL0000199161		Unknown	5.77
CAL0000191531	*CFL2*	Oxidoreductase; low iron induced	5.15
CAL0000175211		Unknown	5.05
CAL0000192466	*FET34*	Multicopper ferroxidase; low iron induced	4.27
CAL0000193490	*CFL1*	Protein similar to ferric reductase Fre10	4.05
CAL0000189382	*ZCF4*	Putative Zn(II)2Cys6 transcription factor	3.53
CAL0000187683	*FRP1*	Ferric reductase; iron chelation induced by CCAAT-binding factor	3.44
CAL0000186938	*FTH1*	Iron transporter for intravacuolar stores of iron	3.35
CAL0000177334	*FRE10*	Cell-surface ferric reductase under low-iron conditions	3.13
CAL0000177342	*PCL1*	Cyclin-dependent protein kinase regulator	2.76
CAL0000187845		Vacuolar membrane transporter for cationic amino acids	2.73
CAL0000179600		Unknown	2.56
CAL0000201164	*RTA4*	Fatty acid transport; caspofungin induced	2.53
CAL0000185936		Unknown	2.51
CAL0000197324	*FET3*	Putative multicopper oxidase	2.50
CAL0000190583	*XOG1*	Exo-1,3-beta-glucanase; Hap43-induced in low iron condition	2.46
CAL0000176590	*DDR48*	Immunogenic stress-associated protein	2.30
CAL0000190984	*CDC6*	Putative ATP-binding protein; Mcm1 regulon	2.27
CAL0000176514		Unknown	2.27
CAL0000180057		Unknown	2.24
CAL0000188488		Unknown	2.20
CAL0000191729	*ECM331*	GPI-anchored protein	2.17
CAL0000175827	*IFD6*	Protein with a NADP-dependent oxidoreductase domain	2.10
CAL0000185357		Unknown	2.08
CAL0000179271		Putative proton coupled folate transporter/heme carrier	2.07
CAL0000179373	*CPD2*	Protein with homology to NADH dehydrogenase	2.05
CAL0000190667		Unknown	2.02
CAL0000178375		Unknown	2.01
**Down-regulated (9)**			
**ORF**	**Gene**	**Description**	**Log**_**2**_ **fold change**
CAL0000178072	*MET3*	ATP sulfurlyase; Met/Cys/Sfu1-repressed	−3.73
CAL0000185365		Unknown	−3.57
CAL0000180074	*FDH1*	Formate dehydrogenase; Efg1-repressed	−2.99
CAL0000199215	*MET10*	Sulfite reductase	−2.97
CAL0000191596		Hap43-repressed; Spider biofilm repressed	−2.71
CAL0000177372	*AOX2*	Alternative oxidase; Bcr1/Tec1/Ndt80/Brg1-regulated	−2.58
CAL0000196426		Sulfonate dioxygenase	−2.50
CAL0000182617	*SUL2*	Putative sulfate transporter	−2.34
CAL0000177673	*CHA1*	Catabolic serine deaminase; low iron induced	−2.17

To identify potential target(s) affected by PMT12-BF4 in *C. albicans*, we screened a deletion mutant library comprising of 666 homozygous mutants^13^. Three hundred and nine out of 666 mutants showed resistance (MIC >4 μg/mL) to PMT12-BF4, and among them the functions of 139 genes were characterized and described in the *Candida* Genome Database (CGD) website (http://www.candidagenome.org/). Among 139 genes, 29 (20.9%) genes were involved in iron-mediated regulation or iron-related functions, 34 (24.5%) genes were involved in hyphal growth, biofilm formation, or cell wall-related functions and the remaining genes were responsible for other functions (Supplementary Table 1).

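The transcripts of the 6 genes that the paper names from both experiments differed in size and direction of change. *CFL2* rose from 305 to 11863 counts, a log_2_ fold change of 4.87 (95% interval 4.71 to 5.04), and *XOG1* from 29 to 176 counts (2.17, interval 1.62 to 2.81). *RBT4*, with 466 counts untreated and 1773 treated, had a log_2_ fold change of 1.52 (interval 1.37 to 1.67), and *BRG1*, with 917 and 3240, of 1.41 (interval 1.31 to 1.52). Both were higher in the treated library beyond counting error and under the threshold of 2. For *RBT4* and *BRG1* the authors' deposited table gives 1.79 and 1.69, each with a p below 0.05. The transcript with the symbol *FET3* in the RefSeq table had 494 counts untreated and 520 treated, a log_2_ fold change of −0.33 (interval −0.51 to −0.15), which is −0.06 (interval −0.24 to 0.12) relative to the median of all tested transcripts. The transcript with the symbol *FET31* rose from 8815 to 54520 counts (2.22, interval 2.19 to 2.25). The authors' deposited table gives 2.50 for *FET31*, which is the value Table 3 lists for *FET3*, and the authors' deposited table gives −0.06 for the transcript named *FET3* here. The transcript with the symbol *IFD6* had 92 counts untreated and 143 treated, a log_2_ fold change of 0.23 whose interval from −0.16 to 0.62 includes 0. Relative to the median of all tested transcripts it lay at 0.50, with an interval from 0.12 to 0.90, so whether the change is beyond counting error depends on the scaling. CAALFM_C104010CA rose from 25 to 118 counts (1.81), and the authors' deposited table gives it 2.10, the value Table 3 lists for *IFD6*. The CAL identifiers of Table 3 were not in the RefSeq table, so its entries were matched by gene name or by deposited value only. CAALFM_C104010CA was named after its value was seen.

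**Figure D2:**
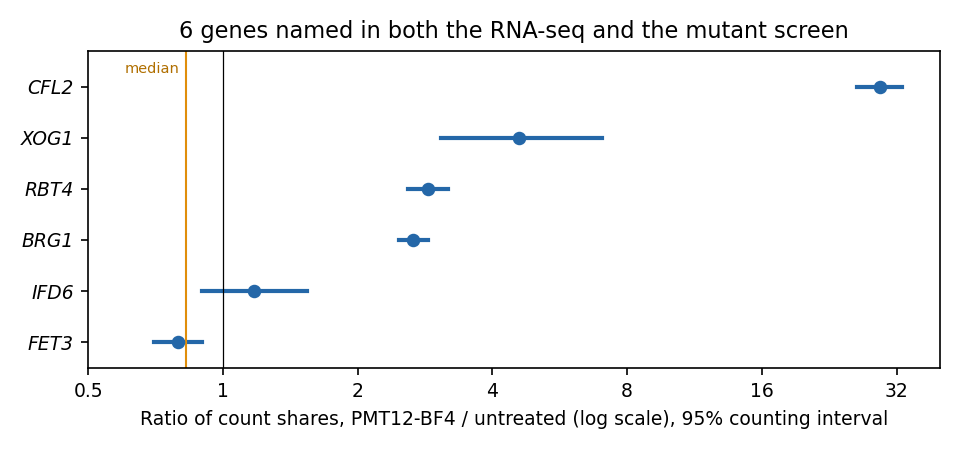
Ratio of count shares, PMT12-BF4 over untreated (horizontal axis, log scale), for the transcripts with the symbols of the 6 genes. Points are ratios from 1 library per condition and bars are 95% counting intervals. The black line marks a ratio of 1 and the orange line the median of all tested transcripts. *CFL2* lies at 29.3, *FET3* at 0.794, and the bar of *IFD6* crosses 1 under total-count scaling but not the orange line.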

In a comparison of RNA sequencing and mutant library screening results, 6 genes (*CFL2*, *FET3*, *XOG1*, *IFD6*, *RBT*4 and *BRG1*) were up-regulated in the presence of PMT12-BF4, and their corresponding mutants were found to be resistant to PMT12-BF4 (Table 3 and Supplementary Table 1). Among these genes, 5 of 6 genes (*CFL2*, *FET3*, *XOG1*, *RBT4*, *BRG1*) were iron-related, while *IFD6* was associated with biofilm formation.

### Iron ions abolished the antifungal activity of PMT12-BF4

Our experimental results from RNA sequencing and mutant library screening revealed that iron ions may play a role in PMT12-BF4 antifungal activity, and thus a spotting assay was performed to investigate the impact of iron ions on antifungal activity of PMT12-BF4. 

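Among 27 iron uptake genes listed before the data were examined, 17 were up-regulated and 0 down-regulated, and the median log_2_ fold change of the list lay 2.80 above the median of all tested transcripts. This was above the medians of all 10000 random lists of the same size matched on expression, whose central 95% lay between −0.16 and 0.20. Table 3, read before the list was drawn up, holds 12 of the 27 by name or by value, 11 of them up-regulated here. Table 3 comes from the same libraries, so the median and rank of the whole list were partly fixed beforehand. Among the 12, *FET3* by name and *FET31* by value match the same entry. Leaving *FET3*, at −0.06 relative to the median of all tested transcripts, out of the remaining genes raises their median. The other 15 genes had a median 0.64 above the median of all tested transcripts, also above all 10000 random lists, with 6 up-regulated. This division of the list was chosen after the data had been seen. Outside Table 3, the lists for hyphal growth and biofilm, cell wall stress and DNA replication also lay at the percentile of 100. Each of these lists had 0 up-regulated genes there. Such a rank alone therefore does not single out iron uptake, but among these lists only iron uptake held up-regulated genes outside Table 3. The genes of Table 3 were chosen by their change in these same libraries, so leaving them out lowers the iron uptake median. In 28 of the 29 iron-related genes with resistant mutants in Supplementary Table 1, those with a matching symbol, the list median lay 0.29 above the median of all tested transcripts, at the percentile of 99.8 among random lists. Only 3 of the 28, *CFL2*, *XOG1* and *CSA2*, were past the threshold. In 33 genes for hyphal growth, biofilm or cell wall from the same table the list median lay 0.28 above, with 0 genes past the threshold. Log_2_ fold changes rose with coding length in these libraries. With this trend removed, a step chosen after the data had been seen, the medians of these mutant lists lay 0.20 and 0.15 above, at the percentiles of 98.0 and 97.7 and at the upper edge of the ranges that hold 95% of random lists, 0.19 and 0.15. From the regulation of iron-related genes and the resistance of mutants lacking them, the paper proposes that iron ions may have a role in the antifungal activity of PMT12-BF4.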

Three *C. albicans* including drug-susceptible and -resistant isolates grew normally on a YNB agar plate, but growth significantly decreased after PMT12-BF4 was added (Fig. 6). Surprisingly, *C. albicans* isolates could be recovered from this condition after the addition of Fe^2+^, an absorbable form of iron ions for *C. albicans*. Meanwhile, similar results were seen when compared to the YNB agar plates containing ciclopirox olamine, an iron ion chelator, indicating that PMT12-BF4 may function in a similar manner to the iron ion chelator and interrupt the absorption of iron ions in *C. albicans* (Fig. 6).

**Figure 6:**
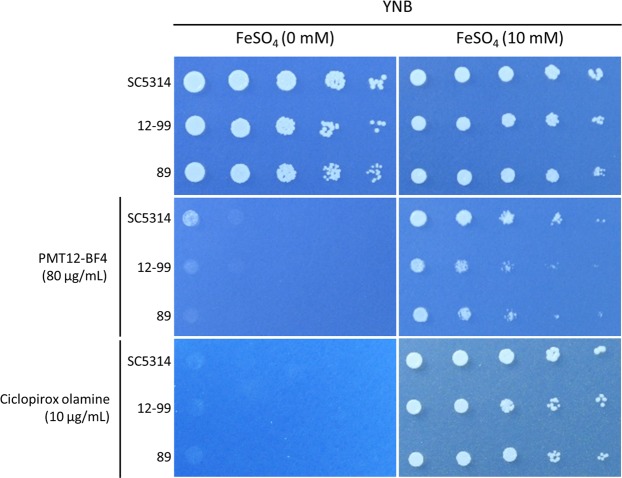
The inhibitory ability of PMT12-BF4 against *C. albicans* isolates was abolished by adding iron. Overnight culture of *C. albicans* SC5314, and two drug-resistant *C. albicans* 12–99 and 89 isolates were washed twice and adjusted to OD_600_ = 0.2 with ddH_2_O. Three microliters of 5-fold serial diluted cell suspensions were dropped onto YNB agar plates with or without PMT12-BF4, ciclopirox olamine, or FeSO_4_ at the indicated concentrations. Plates were incubated at 30 °C for 48 h before being photographed.

### PMT12-BF4 exhibited moderate toxicity to human cell lines

To determine the cytotoxicity of PMT12-BF4 against the human neuroblastoma cell line SK-N-SH and human embryonic kidney cell line HEK293, MTT reduction assays were conducted, and cell viability was determined after PMT12-BF4 treatment. Cell viability of both cell lines decreased as the concentration of PMT12-BF4 increased. The viability of SK-N-SH cells was lower than 50% at 5 μg/mL (45.85%) PMT12-BF4, while that of HEK293 was lower than 50% at 10 μg/mL (32.38%) PMT12-BF4. According to the equation obtained from linear regression analysis, the IC_50_ of PMT12-BF4 against SK-N-SH cells was 6.78 μg/mL, and that against HEK293 was 10.05 μg/mL (Fig. 7).

**Figure 7:**
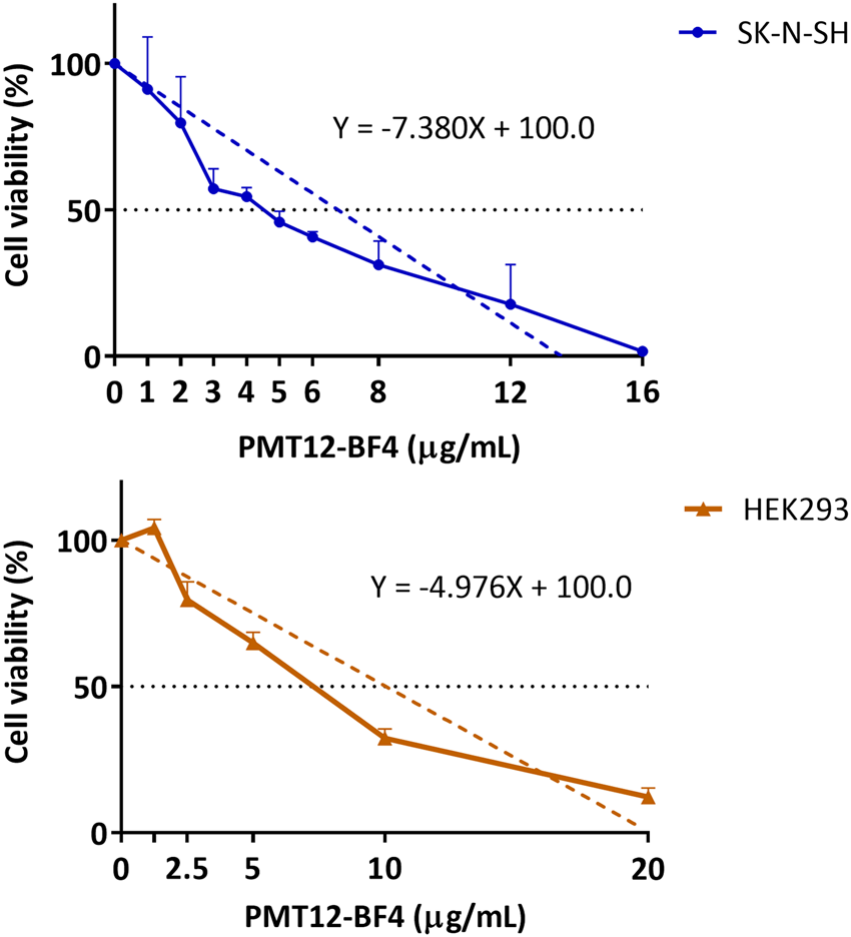
Cell viability of human neuroblastoma cells SK-N-SH and human embryonic kidney cells HEK293 in the presence of PMT12-BF4. SK-N-SH and HEK293 cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) and minimal essential medium (MEM) respectively at 37 °C for 24 h, and then treated with PMT12-BF4 at the indicated concentrations for 24 h. After thiazolyl blue tetrazolium bromide (MTT) reduction assay, OD_575_ was measured with a spectrophotometer, and cell viability was calculated as mentioned in Materials and Methods.

## Discussion

A previous study showed that gemini surfactants inhibited bacterial pathogens especially Gram positive strains through their surfactant activity and the specific cell wall construction of the pathogens^14^. However, few studies have discussed the activity of gemini QACs against fungal pathogens, and so far no clear mode of action has been proposed. In this study, we found that newly synthesized PMT12-BF4 had broad-spectrum fungicidal activity, especially combating drug-resistant *C. albicans*, suggesting PMT12-BF4 uses a mode of action distinct from current antifungal drugs. Although PMT12-BF4 exhibited antifungal activity to most fungal pathogens tested, *M. furfur* was resistant to PMT12-BF4, indicating that it is not a general biocidal compound and *M. furfur* might use specific detoxification system(s) to reduce the damage caused by PMT12-BF4.

The finding that the length of the hydrocarbon chain is associated with the strength of antimicrobial activity is of interest. Bao *et al*.^15^ demonstrated that the hydrocarbon lengths of the side chains in QACs could decrease the critical microcelle concentration (CMC), but the antimicrobial activity against multiple pathogenic bacteria was similar among various QACs. Thus, longer or shorter hydrocarbon chains of QACs are not beneficial to inhibition of the microbes^15^. Another study showed that a histidine-based surfactant could inhibit several Gram-positive and -negative bacteria as well as *C. albicans*, and their antimicrobial activity changed as the alkyl chain length changed. The most active compound was found in DMHNHC_14_, a C14 homologue. This surfactant possessed selective activity towards bacterial membranes, and had low toxicity to erythrocytes^16^.

Our data showed that QAC compounds possess broad-spectrum antifungal activities against pathogenic yeasts and filamentous fungi, and demonstrated best efficacy when there were 12 hydrocarbons in both side chains. The reasons why compounds with 16 hydrocarbon chains are not effective against *C. albicans* and *C. tropicalis*, but effective against *C, glabrata* and *C. neoformans* remain unclear.

A previous report showed that several promising antifungal targets against *C. albicans* were based on ion homeostasis, such as Cfl1 and Fet3^17^. 

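Levels are given in CPM. *RBT5* rose from 2.65 to 1901 and *PGA7* from 2.53 to 121, and in the assembly ASM18296v3 the genes *FRP1*, *PGA7* and *RBT5* are neighbours. *FRP1*, a ferric reductase, rose from 7.58 to 67.8. A further member of the same group of cell wall proteins, *CSA1*, rose from 103 to 594, whereas *PGA10* changed less, from 42.9 to 67.7. The deposited counts of *RBT5*, *PGA7*, *CSA1*, *CSA2* and *PGA10* were whole numbers, which gives no sign of reads divided between related genes. Of the iron transporters, the siderophore transporter gene *SIT1* rose from 4.56 to 51.2 and *FTH1* from 3.95 to 33.5, whereas *FTR2* fell from 142 to 93.4. *SMF3* went from 220 to 198, a fall under this scaling and a rise of 0.13 on the log_2_ scale relative to the median of all tested transcripts. Of the 10 copper-related genes listed before the data were examined, only *CCC2*, which encodes a copper transporter, was past the threshold, with 5.13 untreated and 29.5 treated, a log_2_ fold change of 2.52 (95% interval 2.25 to 2.80). The copper transporter gene *CTR1* changed from 141 to 184.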

Our RNA sequencing results showed that several genes including iron- or copper-related functions and heme-binding genes (*e.g*., *RBT*5, *PGA7*, *CFL*2/4/5 *etc*.) were up-regulated in *C. albicans* under treatment with PMT12-BF4. In addition, several genes in the *FET* and *CFL* gene families such as *CFL1*/*2*/*4*/*5* and *FET3*/34 were up-regulated, indicating that PMT12-BF4 may directly or indirectly regulate these gene families. 

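Of 5 *CFL* genes, 4 passed the filter on low counts and all 4 were up-regulated. These 4 are entries of Table 3, which had been read before the genes were listed, so no *CFL* gene outside Table 3 was assessed. *CFL1* rose from 540 to 9792 counts, a log_2_ fold change of 3.77 (95% interval 3.65 to 3.90), while the 5th gene, *CFL11*, had 1 count in each library and could not be assessed. *CFL4* and *CFL5* are neighbours in ASM18296v3, as are *CFL1* and *CFL2*. Of 5 *FET* genes, *FET34* and *FET31*, both in Table 3 by name or by value, were past the threshold. *FET34* rose from 575 to 12205 counts (4.00, interval 3.88 to 4.12). *FET33* had 470 and 695 counts (0.16, interval −0.01 to 0.33) and *FET99* had 8 and 14 (0.36, interval −0.95 to 1.86), and both intervals include 0 under this scaling. Relative to the median of all tested transcripts *FET33* lay at 0.43 (interval 0.26 to 0.61), beyond counting error, and *FET99* at 0.64, within it. *FET34*, *FET3*, *FET99* and *FET31* lie next to each other in that order, and the deposited counts of all 4 were whole numbers.

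**Figure D3:**
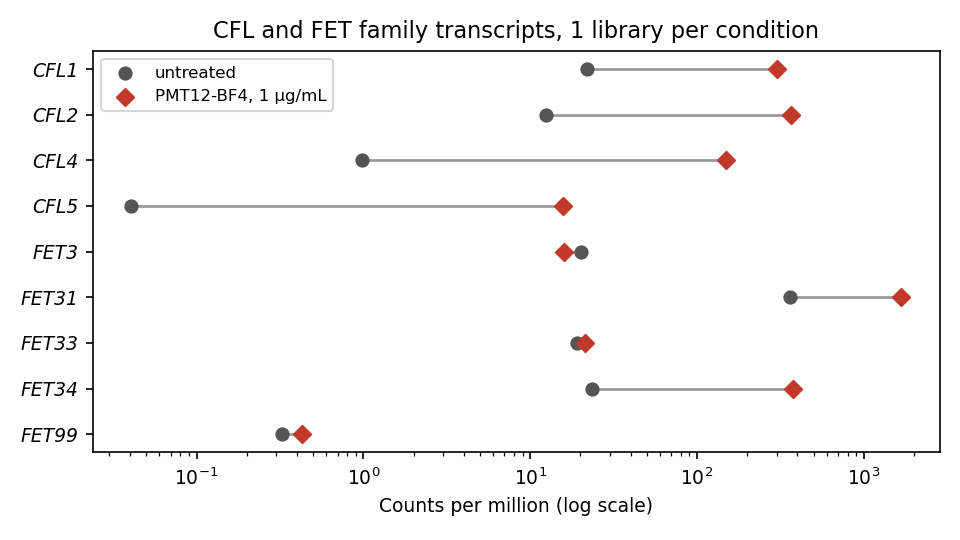
Levels of 4 *CFL* and 5 *FET* transcripts in CPM (horizontal axis, log scale) in the untreated library (grey circles) and the library treated with PMT12-BF4 (red diamonds), with 1 library each. *FET31* has the highest level of the 9 in both libraries, and the pair of points for *FET3* lies at 20.1 untreated and 16.0 treated.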

Similar results were also found in *C. albicans* deletion mutant library screening, such that Δ*cfl2* and Δ*fet3* mutants showed resistance to PMT12-BF4, indicating that the mechanisms PMT12-BF4 used to target *C. albicans* might be associated with metal (*i.e*., iron and copper) ion homeostasis. Previous reports showed that the loss of iron uptake genes such as *FET34*, a multicopper ferroxidase induced by low iron, could result in a filamentous growth defect in *C. albicans*^18,19^. In addition, deletion of *CFL1*, which encodes a protein similar to ferric reductase, decreased cell wall integrity and filamentous growth in *C. albicans*^20,21^.

As discussed by Puri *et al*. (2019), iron-related regulation in *C. albicans* is mainly mediated by four regulators, Tup1, Hap43, Sfu1 and Sef1^22^. Our mutant library screening data demonstrated that PMT12-BF4-associated iron-related genes were regulated by these regulators, and most of these genes were repressed by Hap43, indicating the antifungal activity of PMT12-BF4 may not directly alter the iron concentration in the environment, but instead, it possibly interferes with functions of iron regulation. On the other hand, genes associated with hyphal development, biofilm formation and cell wall-related functions were also found from mutant library screening. We noted that an alkaline response-transcription factor mutant *rim101* showed resistance to PMT12-BF4, and several genes associated with cell wall integrity were regulated by Rim101, indicating that Rim101might play a role in mediating the mode of action of PMT12-BF4 against *C. albicans*.

Iron chelators could be used as antifungal agents based on their ability to disrupt iron ion homeostasis and interfere with growth and morphogenesis in *C. albicans*^23–25^. According to our RNA sequencing data, some genes regulated by PMT12-BF4 can be also upregulated by ciclopirox olamine, an iron chelator. Meanwhile, PMT12-BF4 also showed decreased antifungal activity against *C. albicans* after addition of iron ions, indicating the possibility that the iron uptake activity might be changed when PMT12-BF4 targets the pathogen.

Taken together, the mode of action of PMT12-BF4 against *C. albicans* might involve interrupting cell growth, hyphal development, and biofilm formation, as well as interfering with iron ion homeostasis. In summary, to the best of our knowledge, this is the first report showing that a gemini QAC (*i.e*., PMT12-BF4) can inhibit *C. albicans* via regulating iron ion homeostasis, therefore indicating that it might be a novel antifungal agent that could be developed in the future.

## Materials and Methods

### Strains and media

The fungal pathogens used in this study are shown in Table 1. The media used in this study were YPD (1% yeast extract [Bioshop, Canada], 2% peptone [Bioshop], 2% dextrose [Bioshop]), PDB (24 g potato dextrose broth [Himedia, India] in 1 L distilled water), RPMI 1640 medium (10.4 g RPMI 1640 powder [Sigma-Aldrich, USA], 34.5 g MOPS [3-(N-morpholino) propanesulfonic acid, Sigma-Aldrich], 2 g dextrose, in 1 L distilled water, with pH adjusted to 7.0 with NaOH), spider medium (10 g nutrient broth [Himedia], 10 g mannitol [Panreac, Spain], 2 g K_2_HPO_4_, in 1 L distilled water, adjusted to pH 7.2 with H_3_PO_4_), YNB (0.17% yeast nitrogen base w/o amino acids [Bioshop], 0.5% (NH_4_)_2_SO_4,_ 2% dextrose) and modified Dixon medium (36 g malt extract [Merck, Germany], 20 g desiccated oxbile [Sigma-Aldrich], 10 mL Tween 40 [Sigma-Aldrich], 6 g peptone [Bioshop], 2 mL glycerol [Scharlab, Spain], 2 mL oleic acid [Sigma-Aldrich], in 1 L distilled water). All media were solidified by adding 2% agar (Bioshop) if needed, except mDixon medium (1.5% agar).

For synthesis reaction, N, N, N′, N′, N′′-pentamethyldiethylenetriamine [Sigma-Aldrich], alkyl bromides [Sigma-Aldrich], 1, 4-butanesultone [Sigma-Aldrich], and acetonitrile [POCh S. A., Poland] were purchased. All compounds were analytical reagent quality and used without further purification.

### Synthesis procedures

The synthesis reaction of PMTX-BF4 (X = 12, 16) was carried out in two steps. In the first step, a quaternary amine with a gemini structure (PMTX) was obtained. For this purpose, a reaction was carried out according to the methods described in the literature^26^. N, N, N′, N′, N′′- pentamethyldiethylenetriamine (2 g, 0.01 mol) with the appropriate alkyl bromide (0.02 mol) was heated under reflux for 8–48 h in acetonitrile. The reaction time was extended for bromides with a shorter alkyl chain (Fig. 1a). After heating was complete, the product was crystallized, filtered and dried from the solution. The gemini surfactant obtained from the first step was then reacted with tetrafluoroboric acid in a 1:1 molar ratio, proceeding with ion exchange (Fig. 1b). The obtained crystalline (PMTX-BF4) was washed with ethanol to remove unreacted substrates. The products’ NMR, IR and elemental analysis results are given below:

### PMT12-BF4

*1, 5-bis(dodecyl)-1, 1, 3, 5, 5-pentamethyl-3-aza-1, 5-pentanediammonium ditetrafluoroborate*

^1^H NMR (CDCl_3_) σ = 0.889 (6 H, 2 × CH_3_), 1.265 (36 H, CH_2_), 1.746 (4 H, CH_2_), 2.634 (3 H, CH_3_), 3.180 (12 H, 4 × CH_3_), 3.336 (8 H, 4 × CH_2_N^+^), 3.734 (4 H, CH_2_N)

^13^C NMR (CDCl_3_) σ = 14.242 (2 × CH_3_), 22.689 (2 × CH_2_), 26.189 (2 × CH_2_), 29.228 (2 × CH_2_), 29.371 (2 × CH_2_), 29.682 (10 × CH_2_), 31.922 (2 × CH_2_), 41.475 (CH_3_), 50.056 (2 × CH_2_N), 50.776 (4 × CH_3_N^+^), 59.363 (2 × CH_2_N^+^), 65.907 (2 × CH_2_N^+^)

IR: 2917, 2850, 1467, 1030.

### PMT16-BF4

*1, 5-bis(hexadecyl)-1, 1, 3, 5, 5-pentamethyl-3-aza-1,5-pentanediammonium ditetrafluoroborate*

^1^H NMR (CDCl_3_) σ = 0.911 (6 H, 2 × CH_3_), 1.288 (52 H, CH_2_), 1.766 (4 H, CH_2_), 2.715 (3 H, CH_3_), 3.195 (12 H 4 × CH_3_), 3.390 (8 H, 4 × CH_2_N^+^), 3.784 (4 H, CH_2_N)

^13^C NMR (CDCl_3_) σ = 14.266 (2 × CH_3_), 22.709 (2 × CH_2_), 26.194 (2 × CH_2_), 29.252 (2 × CH_2_), 29.375 (2 × CH_2_), 29.778 (18 × CH_2_), 31.942 (2 × CH_2_), 41.474 (CH_3_), 49.991 (2 × CH_2_N), 50.775 (4 × CH_3_N^+^), 59.277 (2 × CH_2_N^+^), 66.164 (2 × CH_2_N^+^)

IR: 2915, 2849, 1469, 1037.

### Determination of the antifungal activity of the compound

Two compounds, PMT12-BF4 and PMT16-BF4 were tested in this study. The stock solutions were prepared by dissolving each compound powder in distilled water or dimethyl sulfoxide (DMSO, [Scharlab, Spain]) at a concentration of 5 mg/mL, and then they were kept at room temperature for further use.

To determine the antimicrobial activity, we followed the Clinical and Laboratory Standards Institute (CLSI) guidelines M27-A3 for yeasts and M38-A2 for filamentous fungi. In brief, 100 μL of serially diluted compounds (2-fold the final concentration) were added into 100 μL cells or conidia suspensions in a 96-well polystyrene plate (Nest Biotechnology, China). The final cell concentrations were 1.25 × 10^3^ CFU/mL for yeasts, or 2.5 × 10^4^ conidia/mL for filamentous fungi, while the final concentrations of tested compounds ranged from 0.125 to 64 μg/mL. The plates were incubated for 48 h at 35 °C without shaking. When conducting this assay for *Malassezia furfur*, a yeast pathogen isolated from human dandruff, the protocol was modified slightly; mDixon medium was used and the plate was incubated at 35 °C for 7 days^27^. The minimal inhibitory concentration (MIC) was defined as the lowest concentration showing no visible growth. For fluconazole and micafungin against *C. albicans*, MIC was defined as the lowest concentration for which a prominent decrease in turbidity is observed (approximately 50% decrease as determined visually or spectrophotometrically) as described in the CLSI protocol. Minimal fungicidal concentration (MFC) was determined after the MIC test. For each strain, 3 μL of wells containing compounds at concentrations from 0.5 MIC (positive control) to the highest concentration (64 μg/mL) were pipetted up and down thoroughly and subcultured onto drug-free YPD agar plates. The plates were incubated at an optimal temperature for growth of each fungal pathogen for 48 h and the MFC was determined as the drug concentration at which no colonies formed.

### Time-killing kinetic assay

Overnight cultures of *C. albicans* SC5314 were washed twice with ddH_2_O and inoculated into YPD broth to a volume of 3 mL (10^5^ CFU/mL) with or without 4 μg/mL PMT12-BF4. The cultures were incubated at 30 °C. At the indicated time points (0, 4, 8, 12, 24 and 48 h), a 100 μL aliquot was removed from each culture and appropriately diluted with ddH_2_O. A 100 μL diluted aliquot was then plated on a fresh YPD agar plate and incubated at 37 °C for 24 h before colony count.

### Growth kinetics assay

*C. albicans* cells were grown overnight in YPD at 30 °C, and diluted to a concentration of 1.25 × 10^3^ CFU/mL in 200 μL YPD with 2-fold serial diluted compounds ranging from 0.125 to 64 μg/mL in a 96-well plate. Medium without compounds was used as a positive control, while that without inoculum served as a negative control. The plate was incubated at 30 °C, and OD_600_ was measured at the following time points (0, 2, 4, 6, 8, 10, 12, 24 and 48 h) after incubation. Every well was mixed thoroughly with a pipette before spectrometric measurement. The average optical density (OD) value of the negative control wells was subtracted from that of each experimental and positive control well. To calculate the relative growth, wells without compounds at 48 h were set as 100% growth compared to the initial OD value at 0 h.

### Germ tube induction assay

*C. albicans* SC5314 cells were cultured in YPD broth overnight at 30 °C, washed twice with ddH_2_O and diluted with 1 mL RPMI 1640 medium to OD_600_ 0.25 in a 12-well plate (Nest Biotechnology, China). PMT12-BF4 was then added into wells at the concentrations of 0, 0.25, 0.5 or 1 μg/mL with three replicates. The plate was incubated at 37 °C for 3 h for germ tube induction, and observed with an inverted microscope (Olympus, Japan) at 400X magnification. Cells were photographed by a camera connected with Olympus cellSens Entry 2.1 software.

### Biofilm formation assay

Biofilm formation assay was conducted with slight modification as described previously^28,29^. In brief, *C. albicans* cells were grown overnight in YPD at 30 °C, diluted to a 0.5 OD_600_ in 2 mL Spider medium in a 12-well plate (Falcon, flat bottom and non-cell tissue treated). The plates were incubated at 37 °C for 2 h at 150 rpm agitation for initial adhesion of cells. The plates were washed with 2 mL PBS, and 2 mL of Spider medium was added with PMT12-BF4 at the indicated concentrations (0, 1, 2 or 4 μg/mL). The plates were incubated at 37 °C for 24 h at 150 rpm agitation to allow biofilm formation. After incubation, the plates were washed twice with 2 mL PBS, and stained with 2 mL 0.4% crystal violet for 45 min. After washing with ddH_2_O, wells were destained with 2 mL 95% EtOH for 45 min. The content (200 μL) of each well was transferred to a new 96-well plate with appropriate dilutions, and the optical density was measured at a wavelength of 595 nm. The mean OD_595_ value of negative control wells (without inoculum) was subtracted from that of each experimental and positive control well (without compound), and all values were then normalized to the mean value of positive control wells. The biofilm formation of wells without PMT12-BF4 was set as 100%. Statistical analyses (Student’s unpaired two-tailed *t* test) were performed with GraphPad Prism 6.0 software. Significance was set as a P value less than 0.05.

### Scanning electron microscopy

Cultures of *C. albicans* grown overnight at 30 °C in YPD medium were harvested and washed twice with PBS. The cells were resuspended in 3 mL of RPMI 1640 medium with PMT12-BF4 at the indicated concentrations (0, 0.5, 1, or 2 μg/mL), adjusted to 10^5^ CFU/mL, and incubated at 37 °C for 3 h. After the incubation, cells were washed twice with PBS and fixed overnight in 2.5% glutaraldehyde in 0.1 M phosphate buffer. The samples were washed three times with 0.1 M phosphate buffer, each for 10 min, and post-fixed in 1% osmium tetroxide (OsO_4_) for 1 h. The post-fixed cells were washed 3 times with 0.1 M phosphate buffer to remove OsO_4_, and then dehydrated in ethanol in a 30% to 100% gradient (once at 30%, 50%, 70%, 85%, 90%, and 95%, each for 10 min; twice at 100% for 20 min) and 100% acetone for 10 min. The samples were thoroughly dried in a critical point dryer with liquid CO_2_ (Hitachi HCP-2, Japan) and coated with gold using an ion coater (Eiko Engineering, Japan). After processing, samples were observed and photographed in a scanning electron microscope (FEI Inspect S, USA).

### RNA sequencing experiments

*C. albicans* SC5314 cells were grown overnight in liquid YPD at 30 °C, washed twice with ddH_2_O, and adjusted to OD_600_ 0.25 with 5 mL fresh YPD in the presence or absence of 1 μg/mL PMT12-BF4. The cultures were incubated at 30 °C for 3 h with shaking at 200 rpm. Cells were centrifuged at 4 °C for 10 min at 3,250 rpm, and washed with ice-cold ddH_2_O to discard the medium. Total RNA was extracted using TRIzol reagent (Invitrogen, USA). Collected cells were frozen in liquid N_2_, and vortexed with beads. After adding 1 mL TRIzol, cultures were centrifuged at 4 °C/12,000 *g* for 10 min, and the supernatant was transferred to a new tube. After incubation for 5 min at room temperature, 200 μL of chloroform was added and mixed thoroughly, and tubes were incubated at room temperature for 3 min, centrifuged at 4 °C/12,000 *g* for 15 min, and the supernatant was transferred to a new tube. Isopropanol (500 μL) was added to the tubes, incubated at room temperature for 10 min, centrifuged at 4 °C/12,000 g for 10 min, and the supernatant was discarded. The pellet containing RNA was washed twice with 75% ethanol and resuspended with RNase free water.

The Next Generation Sequencing (NGS) library construction using RNA was as described in a previous study^30^. The mRNA was enriched with oligo(dT) magnetic beads and shortened into approximately 200-base fragments in fragmentation buffer. The first strand of cDNA was synthesized by the use of a random hexamer, buffer, dNTPs, and RNase H, and the second strand by the use of DNA polymerase I. The double strand cDNAs were purified with magnetic beads. After end preparation and 3′ end single nucleotide adenine addition were performed, sequencing adaptors were ligated to the fragments, and amplified by PCR. An Agilent 2100 bioanalyzer and ABI StepOnePlus real-time PCR system were used to qualify and quantify the sample library, and the library products were sequenced via an Illumina HiSeq. 2000 instrument.

### Real-time qRT-PCR

Real-time qRT-PCR was conducted as in a previous study^30^. Total RNA extracted as described above was treated with a Turbo DNA-free kit (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s protocol to eliminate genomic DNA contamination, and 2 μg of DNA-free total RNAs were reverse transcribed to cDNA using a high capacity cDNA reverse transcription kit (Applied Biosystems). A 10-μL reaction volume of the real-time PCR mixtures included 1 μL of cDNA (5 ng), 5 μL of 2 × Fast SYBR green master mix (Applied Biosystems), 0.5 μL of 10 μM forward primer, and 0.5 μL of 10 μM reverse primer. Primer pairs used in real-time PCR are listed in Supplementary Table 2. Quantitative PCR conditions were set as follows: 95 °C for 10 min for denaturation, 95 °C for 15 s and 60 °C for 60 s (40 cycles), 95 °C for 15 s,95 °C for 60 s, and 95 °C for 15 s (melting curve). Cycle threshold (*C*_*T*_) values were determined by a StepOnePlus system and StepOne software (v2.3), and the relative gene expressions were calculated based on *ACT1*-calibrated and 2^−ΔΔ*CT*^ values. The relative expression levels of *C. albicans* genes in the presence of 1 μg/mL PMT12-BF4 were normalized to those in the absence PMT12-BF4, and the bar graphs were obtained using GraphPad Prism 6.0 software. Significant differences were analyzed using unpaired *t* test (*P* < 0.05).

### Mutant library screening

The homozygous knockout mutant set of *C. albicans* was purchased from the Fungal Genetics Stock Center (http://www.fgsc.net/candida/FGSCcandidaresources.htm), and used to screen potential target(s) of PMT12-BF4^13^. The set contained 666 homozygous mutants and two *C. albicans* SN152 wild-type strains derived from strain SC5314 with auxotroph of histidine, leucine, and arginine. Among these mutants, 316 (approximately 47%) genes were characterized. For library screening, 100 μL of YPD with 4 μg/mL PMT12-BF4 was added into a 96-well plate, and the inoculum was transferred from stock plates of knockout mutant sets with a sterile replica plater. The inoculated plates were incubated at 30 °C for 24–48 h without shaking and mutants showing visible growth in wells were defined as resistant strains against PMT12-BF4.

### Determination of cell toxicity of PMT12-BF4

The human neuroblastoma cell line SK-N-SH was cultured in Dulbecco’s modified Eagle’s medium (DMEM, Hyclone, USA), and the human embryonic kidney cell line HEK293 was cultured in minimum essential medium (MEM, Gibco, USA). Both media contained 10% fetal bovine serum (Corning, USA), 2 mM L-glutamine (Hyclone, USA), and antibiotic solution of 100 U/mL penicillin G, 100 μg/mL streptomycin, 0.25 μg/mL amphotericin B. Both SK-N-SH and HEK293 cells were incubated at 37 °C under 5% CO_2_ and passaged every 3–4 days.

Cell viability was assessed by 3-(4,5-dimethylthiazol-2-yl)-2-5-diphenyltetrazolium bromide [MTT (Thiazolyl Blue Tetrazolium Bromide, Sigma, USA)] cell viability assay in triplicate. SK-N-SH cells were seeded at a density of 2.5 × 10^4^ cells/mL in a 96-well plate (200 μL/well), and HEK293 cells were seeded at a density of 10^5^ cells/mL in a 24-well plate (500 μL/well) for 24 h before PMT12-BF4 treatment at 37 °C under 5% CO_2_. Subsequently, SK-N-SH cells were treated with 0, 1, 2, 3, 4, 5, 6, 8, 12, and 16 μg/mL PMT12-BF4, while HEK293 cells were treated with 0, 1.25, 2.5, 5, 10, and 20 μg/mL PMT12-BF4, and plates were incubated at 37 °C under 5% CO_2_ for 24 h. After the treatment, cells were incubated with MTT solution at a concentration of 5 mg/mL for 2 h at 37 °C under 5% CO_2_. After removal of the medium, 200 μL of DMSO was added for optical density (OD) measurement at 575 nm using a spectrophotometer (SpectraMax 190 UV-Vis Microplate, Molecular Devices, USA). The percentages of viable cells were calculated as [(sample OD575 nm) − (blank OD575 nm)/(control OD575 nm) − (blank OD575 nm)] × 100(%).

## Supplementary information

Supplementary Information.

## Data Availability

We deposited the RNA sequences in the NCBI Gene Expression Omnibus (GSE) database under accession number GSE129191 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE129191, token: apkjqyusjhoxnwd).

# Supplementary material for: Gemini quaternary ammonium compound PMT12-BF4 inhibits Candida albicans via regulating iron homeostasis
**Source:** Sci Rep. 2020 Feb 19;10:2911. doi: 10.1038/s41598-020-59750-5
**Supplement:** Supplementary file 1 — Supplementary Information.

## ***Supplementary Information***

### **Gemini quaternary ammonium compound PMT12-BF4 inhibits *Candida albicans* via regulating iron homeostasis**

Li-Hang Hsu<sup>1</sup>, Dobrawa Kwaśniewska<sup>2</sup>, Shih-Cheng Wang<sup>1</sup>, Tang-Long Shen<sup>1</sup>,  
Daria Wiczorek<sup>2, 3</sup>, Ying-Lien Chen<sup>1, 3</sup>

<sup>3</sup>Corresponding author\*

Contents:

Supplementary Table 1. *C. albicans* deletion mutants resistant to PMT12-BF4

Supplementary Table 2. PCR primers used in this study

**Supplementary Table 1. *C. albicans* deletion mutants resistant to PMT12-BF4**

| Gene                                                                                                          | Function                                                                           |
|---------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------|
| <b><i>C. albicans</i> genes with iron-mediated regulation or iron-related functions (29/139)</b>              |                                                                                    |
| <i>AOX1</i>                                                                                                   | Alternative oxidase                                                                |
| <i>ATSI</i>                                                                                                   | Protein required for modification in tRNA                                          |
| <i>BRG1</i>                                                                                                   | Transcription factor                                                               |
| <i>CCC1</i>                                                                                                   | Ferrous iron transmembrane transporter                                             |
| <i>CFL2</i>                                                                                                   | Oxidoreductase; low iron induced                                                   |
| <i>COX4</i>                                                                                                   | Putative cytochrome c oxidase subunit IV                                           |
| <i>CSA2</i>                                                                                                   | Extracellular heme-binding protein                                                 |
| <i>CUP2</i>                                                                                                   | Putative copper-binding transcription factor                                       |
| <i>FET3</i>                                                                                                   | Putative multicopper oxidase                                                       |
| <i>FET99</i>                                                                                                  | Multicopper oxidase family protein; iron-repressed                                 |
| <i>FGR17</i>                                                                                                  | Putative DNA-binding transcription factor                                          |
| <i>FGR22</i>                                                                                                  | Putative phosphatidylinositol-specific phospholipase C                             |
| <i>FRP2</i>                                                                                                   | Putative ferric reductase                                                          |
| <i>LSC2</i>                                                                                                   | Putative succinate-CoA ligase subunit; induced in high iron                        |
| <i>MCI4</i>                                                                                                   | Putative NADH-ubiquinone dehydrogenase                                             |
| <i>MNT4</i>                                                                                                   | Predicted alpha-1,3-mannosyltransferase; induced in low iron                       |
| <i>NPR1</i>                                                                                                   | Predicted serine/threonine protein kinase                                          |
| <i>OPT4</i>                                                                                                   | Oligopeptide transporter                                                           |
| <i>OPT7</i>                                                                                                   | Putative oligopeptide transporter                                                  |
| <i>PEX13</i>                                                                                                  | Peroxisome matrix targeting signal binding                                         |
| <i>PGA36</i>                                                                                                  | GPI-anchored protein                                                               |
| <i>PRN2</i>                                                                                                   | Protein similar to pirin                                                           |
| <i>RBT4</i>                                                                                                   | Pry family protein; repressed by Tup1                                              |
| <i>RD11</i>                                                                                                   | Putative rho GDP dissociation inhibitor                                            |
| <i>SLD1</i>                                                                                                   | Sphingolipid delta-8 desaturase                                                    |
| <i>SSK2</i>                                                                                                   | MAP kinase kinase kinase                                                           |
| <i>SSU1</i>                                                                                                   | Sulfite transport protein                                                          |
| <i>TOM1</i>                                                                                                   | Putative E3 ubiquitin ligase                                                       |
| <i>XOG1</i>                                                                                                   | Exo-1,3-beta-glucanase                                                             |
| <b><i>C. albicans</i> genes with hyphal growth, biofilm formation and cell wall-related function (34/139)</b> |                                                                                    |
| <i>ARL1</i>                                                                                                   | Putative GTPase involved in regulation of polarized growth and secretion           |
| <i>BCR1</i>                                                                                                   | Transcription factor; regulates biofilm formations                                 |
| <i>CEK1</i>                                                                                                   | ERK-family protein kinase                                                          |
| <i>CHS4</i>                                                                                                   | Activator of Chs3 chitin synthase                                                  |
| <i>CHT2</i>                                                                                                   | GPI-linked chitinase                                                               |
| <i>CIS2</i>                                                                                                   | Putative role in regulation of biogenesis of the cell wall; upregulated in biofilm |
| <i>CLA4</i>                                                                                                   | Ser/Thr kinase required for wild-type filamentous growth                           |
| <i>CRH12</i>                                                                                                  | Cell wall protein; transcript regulated by Nrg1/Tup1                               |
| <i>DAC1</i>                                                                                                   | GlcNAcP deacetylase                                                                |
| <i>DCK1</i>                                                                                                   | Putative guanine nucleotide exchange factor                                        |
| <i>HST7</i>                                                                                                   | MAP kinase involved in mating and hyphal growth                                    |
| <i>HYR3</i>                                                                                                   | Putative GPI-anchored adhesin-like protein; induced in high iron                   |

|               |                                                                                    |
|---------------|------------------------------------------------------------------------------------|
| <i>HYR4</i>   | Putative GPI-anchored adhesin-like protein                                         |
| <i>IFD6</i>   | Protein with a NADP-dependent oxidoreductase domain                                |
| <i>IFF4</i>   | Adhesin-like cell surface protein                                                  |
| <i>IFF8</i>   | Putative GPI-anchored adhesin-like protein                                         |
| <i>IFF11</i>  | Secreted protein required for cell wall structure and virulence                    |
| <i>MKC1</i>   | MAP kinase; role in biofilm formation, cell wall structure/maintenance             |
| <i>MSB2</i>   | Mucin family adhesin-like protein; cell wall damage sensor                         |
| <i>MUC1</i>   | Cell surface glycoprotein involved in filamentous growth                           |
| <i>NAG1</i>   | Glucosamine-6-phosphate deaminase; required for hyphal growth and mouse virulence  |
| <i>PEP7</i>   | Vesicle transport protein; roles in virulence, adhesion, hyphal growth             |
| <i>PGA6</i>   | GPI-anchored cell wall adhesin-like protein; induced in high iron                  |
| <i>PGA8</i>   | GPI-anchored, glycosylated cell wall protein; required for biofilm formation       |
| <i>PGA32</i>  | Putative GPI-anchored adhesin-like protein; induced in high iron                   |
| <i>PGA45</i>  | Putative GPI-anchored cell wall protein                                            |
| <i>PGA55</i>  | GPI-anchored adhesin-like protein; regulated by Nrg1/Tup1                          |
| <i>PPG1</i>   | Protein phosphatase involved in control of filamentous growth and virulence        |
| <i>RBR3</i>   | Cell wall adhesin-like protein                                                     |
| <i>RHB1</i>   | Putative small G protein involved in cell wall integrity and filamentous growth    |
| <i>RIM13</i>  | Protease of the pH response pathway; mediate activation of Rim101                  |
| <i>RIM101</i> | Transcription factor; alkaline pH response; controls the yeast-to-hypha transition |
| <i>SET3</i>   | NAD-dependent histone deacetylase; mutations affect filamentous growth             |
| <i>TYE7</i>   | bHLH transcription factor; required for biofilm formation                          |

**Supplementary Table 2. PCR primers used in this study**

| Primer | Use                   | Sequence (5' to 3')      |
|--------|-----------------------|--------------------------|
| JC1839 | qPCR <i>ACT1</i> ORF  | TCCAAC TGGGACGATATGGAAA  |
| JC1840 | qPCR <i>ACT1</i> ORF  | TTGGAGCTTCGGTCAACAAAAC   |
| JC1841 | qPCR <i>RBT5</i> ORF  | CTGGTGCCGTTGGTAACTGTGT   |
| JC1842 | qPCR <i>RBT5</i> ORF  | CCAGTATGGTTCCCAAACACCA   |
| JC1843 | qPCR <i>CFL5</i> ORF  | CATTGGAAGTCTGTCCCTGGTG   |
| JC1844 | qPCR <i>CFL5</i> ORF  | GCAGTTTGACCTGGATTGTTGG   |
| JC1845 | qPCR <i>CFL4</i> ORF  | ATACGCTGGTTGTTTGGCCTTT   |
| JC1846 | qPCR <i>CFL4</i> ORF  | GAATGGCACATCAATGGGGATA   |
| JC1853 | qPCR <i>MET3</i> ORF  | ATTATGGCCAATCCCAATCACC   |
| JC1854 | qPCR <i>MET3</i> ORF  | CACCACGGAACACTTTTTCTGC   |
| JC1855 | qPCR <i>FDH1</i> ORF  | TCACTGCTGGTGTTGGATCTGA   |
| JC1856 | qPCR <i>FDH1</i> ORF  | CAGCAGCAACATCCCAAGTACC   |
| JC1857 | qPCR <i>MET10</i> ORF | TTGGCATT TTTGGAGAAGTGCAT |
| JC1858 | qPCR <i>MET10</i> ORF | CAAATCGACCCATTCAGGAACA   |

How the deposited data were processed for this re-analysis (not part of the article)

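RNA of *C. albicans* SC5314 from 1 untreated culture and 1 culture given 1 μg/mL PMT12-BF4 for 3 h was sequenced by the authors. The libraries were mapped to the conditions from the sample labels and the methods of the paper, which name the same treatment. The authors deposited for each library the expected count, TPM and FPKM of each RefSeq transcript, and a joint table with the counts and FPKM of both libraries, a log2 fold change and a p-value per transcript, and annotation from sequence searches. The expected counts are estimates that the authors did not scale. The authors' TPM and FPKM values are divided by effective length and by the library's total. The layout is that of RSEM, and the aligner, the annotation release and the build are not given in the sources used here. The counts and FPKM in the joint table equalled those in the files of each library in every transcript. The authors' deposited log2 fold changes are treated over untreated after scaling, although the column heading names the groups in the other order: *RBT5*, with 65 counts untreated and 61897 treated, has a positive value. The authors' deposited p-values are not adjusted for the number of transcripts.

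Expected counts were rounded to whole numbers; 206 values in the untreated and 211 in the treated library had not been whole. The rounded totals were 24543733 and 32552796, and the treated library was 1.33 times as deep. In each library 187 transcripts had 0 counts. The 4 rRNA transcripts stayed in the totals. Transcripts with a summed count of at least 20 were tested, 5696 in all. The log2 fold change is that of the count plus 0.5 over the library total, and the threshold is 2 or −2. Since there is 1 library per condition, no transcript was called up- or down-regulated by a computed p-value. Exact-test p-values were computed only at assumed dispersions, to examine the authors' deposited p-values. Each ratio has an exact (Clopper-Pearson) 95% interval from the binomial distribution of the 2 counts, which covers counting error only, since amplified reads are not independent molecules. A fold against 0 counts was computed against a floor of 3 counts in that library. Gene symbols and the order of neighbouring genes come from the RefSeq table of ASM18296v3, whose coordinates were not used because the build of the files is not stated.

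The genes named are those the paper names in its text, Table 3, Fig. 5 and Supplementary Table 1, the genes of the lists below, and the 10 highest and 10 lowest log2 fold changes among tested transcripts outside Table 3. The values of Table 3 had been read before this rule was set. A transcript counts as in Table 3 if its symbol is there or if its deposited log2 fold change rounds to that of an entry whose name it could not be matched to. Of the 19 lists, 17 were drawn up before the data were examined: iron uptake, the CFL family, the FET family, iron-using enzymes, iron regulators, sulfur assimilation, hyphal growth and biofilm, ergosterol synthesis, copper, zinc, DNA replication and G1/S, oxidative stress, drug response, alkaline pH response, cell wall stress, heat shock and housekeeping. The remaining lists are the iron-related genes and the genes for hyphal growth, biofilm or cell wall of Supplementary Table 1. A list's median is given relative to the median of all tested transcripts, with its percentile among 10000 random lists of the same size drawn from 20 bins of like expression. The percentile describes these libraries and is not a test. Genes with 0 counts were also set at their bound, which changed no list median.

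The alternatives set before the data were examined were TMM factors of edgeR 4.0.16 (1.10 untreated and 0.909 treated), median-of-ratios scaling, FPKM or TPM plus 0.1 in place of counts, no filter, a summed count of at least 100, 0.05 or 5 in place of the 0.5 added, a threshold of 1, and the authors' p. Removing the trend with coding length in 10 groups of transcripts, leaving rRNA out of the totals, leaving the genes of Table 3 out of the lists, drawing random lists from transcripts with a symbol alone or after removal of the length trend, and random lists of 4 for the parts of the housekeeping list were added after the data had been seen. The calculations were tested on simulated data with the depth and mean levels of these 2 libraries, with 200 transcripts changed by known amounts. Of those changed, 198 passed the filter and all of these were recovered. Among 5685 tested, 0 of the unchanged transcripts were called, and 95.5% of the intervals held the simulated value. The simulated counts had counting error only, with no spread between cultures, and every planted change was larger than the threshold. Simulated values were centred on the unchanged transcripts, a step not used on the real data. The simulation therefore checks the arithmetic and does not show how often a real call is false. A simulated list of 20 genes shifted by 0.5 lay at the percentile of 100 and one not shifted at 47.7. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3 were used. The mutant screen, the qRT-PCR and the growth, biofilm and toxicity assays were not analysed here.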

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

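The 4 tests of explanations in this part were chosen after the values were seen, while the alternatives in unit and in the count added were planned. The 10 transcripts with the highest log2 fold change outside Table 3 rose above the untreated library and are not discussed in the paper as changed transcripts. Against the floor of 3 counts in the untreated library, *CSA2*, with 0 and 1026 counts, was 258-fold higher, and CAALFM_C402230CA, with 0 and 20 counts, 5.03-fold higher. The lower limits of the 95% counting intervals of these 2 ratios were 209 and 3.72. The log2 fold changes of the other 8 were 3.77 for *FTR1*, 3.48 for *SIT1*, 2.63 for *HCM1*, 2.52 for *CSA1*, 2.52 for *CCC2*, 2.51 for CAALFM_CR01340WA, 2.45 for *SEN2* and 2.43 for *FRE9*. *CSA2*, *FTR1*, *SIT1*, *CSA1*, *CCC2* and *FRE9* were in the iron uptake list drawn up before the data were examined. Supplementary Table 1 has *CSA2* among the genes whose mutants were resistant, and the paper does not name it among the genes found in both experiments.

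A difference in depth or in the share of abundant transcripts moves every transcript by 1 factor. The median log2 fold change of all tested transcripts was −0.28, the opposite direction, which argues against it. The trend with coding length is argued against by its size, since the median of no group of transcripts of like length departed from the median of all by more than 0.22. Reads shared between paralogs would leave estimated counts that are not whole, and 0 of the 10 had such a count in either library. CAALFM_CR01340WA, with 5 and 41 counts, came under the threshold with TPM plus 0.1 in place of counts (1.98). With 5 added to each count CAALFM_CR01340WA (1.79), *SEN2* (1.89) and CAALFM_C402230CA (1.91) came under it, and these 3 have summed counts below the stricter filter of 100. A difference between the 2 cultures unrelated to the compound cannot be told apart from an effect of PMT12-BF4, since there is 1 library per condition. Reads from another organism and a mislabelled sample were not tested.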

How the results depend on the processing

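Removing the trend with coding length and leaving rRNA out of the totals were chosen after seeing the data; the other alternatives were planned. No replicate could be left out, since there is 1 per condition. Of the 272 named genes tested, 46, such as *ACT1*, *TEF1*, *RIM101* and *CUP2*, had a sign that depended on the scaling or unit, all with log2 fold changes within 0.27 of 0.

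The number of up-regulated transcripts, 31 as reported, lay between 25 and 43 under the alternatives other than dropping the filter (50) and a threshold of 1 (119). The number of down-regulated transcripts, 29 as reported, depended more on the scaling. It was 17 with TMM scaling, 17 with median-of-ratios scaling, 15 with TPM, 22 with FPKM and 21 with 5 added to each count. It was 51 with no filter, 18 with a summed count of at least 100 and 348 with a threshold of 1. The higher share of those past the threshold was 51.7% as reported and 71.7% under either of TMM and median-of-ratios scaling. TMM adds 0.27 to every log2 fold change, so 12 more transcripts pass 2, and the transcripts between −2 and −2.27 no longer pass. The stricter filter tested 5330 transcripts in place of 5696. All 31 up-regulated transcripts were also past the threshold with TMM, median-of-ratios scaling, FPKM and 0.05 added, 30 of them with TPM and 26 with 5 added. Also past the authors' p were 31 up- and 28 down-regulated transcripts. With the length trend removed 32 and 26 were past the threshold, and with rRNA left out of the totals 33 and 24.

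Between 19 and 22 genes of Table 3 were past the threshold in its direction under every alternative, against 20 as reported, and the correlation with Table 3 lay between 0.976 and 0.987. Of 190 list medians recomputed under the alternatives, relative to the median of all tested transcripts, 185 moved by less than 0.5 times the width of the range that holds 95% of random lists. The median of the *CFL* family, 6.33 as reported, was 5.75 with FPKM, 5.56 with TPM, 5.17 with no filter, which admits *CFL11*, and 5.72 with 5 added to each count. With FPKM, TPM or 5 added, *CFL5*, which had 1 untreated count, fell below *CFL4*. The median of the *FET* family, 0.64 as reported, was 1.47 with a summed count of at least 100, which leaves out *FET99*. For vitamin binding, the 1 down-regulated transcript became 0 with TMM scaling, median-of-ratios scaling and TPM, and 6 with a threshold of 1, where 1 was also up-regulated. With a threshold of 1, oxidoreductase activity had 29 down-regulated transcripts and coenzyme binding 8.

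Of the 272 named genes tested, TMM moved 196 beyond their counting interval, median-of-ratios scaling 197, TPM 165, the removal of the length trend 111, rRNA left out of the totals 80, 5 added to each count 3 and FPKM 2. The depth limits what can be said of transcripts with few counts: adding 0.05 or 5 to each count in place of 0.5 moved single values by up to 3.32 on the log2 scale, in transcripts with 0 counts in a library.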

Differences from the paper's values

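The paper states 8 down-regulated genes in its text and lists 9 in Table 3. Here 29 transcripts had a log2 fold change of −2 or less, and no alternative set before the data were examined brought the number within 1.5 times of either. The lowest was 15, with TPM in place of counts. The paper's 34 up-regulated genes and 42 in total are within 1.5 times of the 31 and 60 found here. These counts are not of the same kind, since Table 3 lists a part of the transcripts past both thresholds of the paper, and the authors' deposited table holds 53 higher and 20 lower ones, 73 in total.

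The log2 fold changes of Table 3 were compared for 24 genes. For CFL2 the paper gives 5.15 and the value here is 4.87, for FET34 4.27 and 4.00, for FDH1 −2.99 and −3.27, for MET10 −2.97 and −3.25, for AOX2 −2.58 and −2.86, and for CHA1 −2.17 and −2.44. For FRP1 the paper gives 3.44 and the value here is 3.16, for RTA4 2.53 and 2.26, for DDR48 2.30 and 2.03, and for ECM331 2.17 and 1.89. For these 10 genes the values came within counting error of the paper's under TMM scaling, median-of-ratios scaling and TPM. They did so under no other alternative set before the data were examined. Leaving rRNA out of the totals, chosen after seeing the values, also did so for FRP1, RTA4, DDR48 and ECM331, and removing the length trend, also chosen after seeing the values, for DDR48 and ECM331. For CFL1 the paper gives 4.05 and the value here is 3.77, and for FRE10 3.13 and 2.85. These came within counting error of the paper's under TMM and median-of-ratios scaling only. With TMM factors, edgeR gave the authors' deposited log2 fold changes within 1e-06 for 100% of transcripts. The deposited values of all these genes equal those of Table 3 when rounded, so the scaling accounts for these gaps. CDC6 and ECM331, which Table 3 lists as up-regulated, had values of 1.98 and 1.89 here. Both were past the threshold of 2 under TMM and median-of-ratios scaling and with TPM, and CDC6 also with 0.05 added to each count (2.00) and, in a step chosen after seeing the values, with rRNA left out of the totals (2.07).

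For FET3 the paper gives 2.50 and the transcript with that symbol had −0.33, and for IFD6 the paper gives 2.10 and the transcript with that symbol had 0.23. No alternative came to the paper's value for either of these transcripts. The authors' deposited table gives 2.50 for FET31 and 2.10 for CAALFM_C104010CA. Their values here were 2.22 and 1.81, and with TMM scaling 2.50 and 2.08. These 2 pairs may therefore differ by the transcript that the gene name is given to. The identifiers of Table 3 could not be matched to decide this. The paper counts FET3, IFD6, RBT4 and BRG1 among its up-regulated genes with resistant mutants, and RBT4 and BRG1 had log2 fold changes of 1.52 and 1.41. RBT4 and BRG1 are not in Table 3, and a threshold of 1 was the alternative under which both were past it. The authors' deposited table gives them 1.79 and 1.69, each with a p below 0.05, the cutoff the paper states. CFL2 and XOG1, the other 2 of these 6 genes, were past the threshold here.

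The paper gives RBT5 as its most up-regulated gene. Here CSA2, with 0 counts untreated and 1026 treated, stood at a bound of at least 258-fold, and RBT5 rose by a log2 fold change of 9.48, a ratio of 718, so the order of these 2 genes is not determined.

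In the qRT-PCR of Fig. 5, read by eye, expression relative to ACT1 in treated over untreated cells was about 0.30 for MET3, about 0.33 for FDH1 and about 0.55 for MET10. The same ratio from the counts was 0.0704 for MET3, 0.117 for FDH1 and 0.119 for MET10, lower for all 3 genes and in the same direction. No alternative came to the figure's values. For RBT5, CFL5 and CFL4, the up-regulated genes of the qRT-PCR, the ratio from the counts was 812, 439 and 173. No comparison with the figure is given for these up-regulated genes.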

Other observations

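The tests of explanations in this part, the removal of the length trend and the random lists drawn from transcripts with a symbol or of 4 genes and the lists without the genes of Table 3 were chosen after the data had been seen, while the scalings and 17 of the gene lists were planned.

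The choice of genes in Table 3. In the authors' deposited table 73 transcripts, 53 higher and 20 lower, are past both a log2 fold change of 2 and a p of 0.05, and Table 3 has 43 of them, 34 and 9. A candidate explanation is that only transcripts whose best BLASTP hit is a protein of strain SC5314 were listed. In the authors' deposited table 34 of the higher and 9 of the lower transcripts have such a hit. Setting aside 2 transcripts with the same value that could both be 1 entry of Table 3, 71 of 71 transcripts were listed exactly when their best hit is from SC5314, while 58.7% of all transcripts have such a hit. That transcripts with low counts were left out is argued against by 15 left-out transcripts with a summed count of 100 or more, and by 4 listed ones with less than 20. *CSA2*, *FTR1*, *SIT1*, *CSA1*, *CCC2*, *FRE9*, *SNZ1* and *PHO84* are among those left out.

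The authors' p-values. With 1 library against 1 library the spread between replicates is not measured, so a p-value needs an assumed dispersion. An exact test of edgeR was run on the rounded counts with TMM factors and an assumed dispersion of 0.1. This is a coefficient of variation of 31.6% between replicates. The test gave the p-value of the authors' deposited table within 1e-06 for 100% of transcripts, so the deposited p-values may rest on that dispersion. The deposited log2 fold change was given as closely for 100% of transcripts, at every dispersion tried. The test compares the 2 libraries, not the conditions. At dispersions of 0.05, 0.2 and 0.4 the same test called 56, 46 and 18 higher and 23, 16 and 6 lower transcripts at the paper's thresholds, against 53 and 20 at 0.1. With Benjamini-Hochberg adjustment at 0.1 the numbers were 19 and 9. None of these dispersions was estimated from the data.

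The median below 0. Under total-count scaling the median log2 fold change was −0.28. The 50 most abundant transcripts took 52.6% of the untreated and 59.1% of the treated counts, and with these left out of the totals the median was −0.064, so a larger share of a few abundant transcripts in the treated library is a candidate source of most of the shift. Among the abundant transcripts, *TDH3*, *PGK1*, *ENO1* and *CDC19* had log2 fold changes of 0.47, 0.50, 0.61 and 0.62. These 4 are glycolytic, and the list of 8 housekeeping genes that holds them lay 0.47 above the median of all tested transcripts, at the percentile of 97.9. Relative to the median of all, these 4 had a median of 0.83, above the range of −0.31 to 0.59 that holds 95% of random lists of 4. The other 4, *ACT1*, *TEF1*, *PMA1* and *EFB1*, had a median of 0.16 relative to the median of all, within the range of −0.29 to 0.60 for such lists, so the glycolytic transcripts may carry the list. The log2 fold changes of the other 4 were below 0 under total-count scaling and above 0 with TMM.

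Coding length. Nearly all transcript lengths are multiples of 3, so they are coding lengths. Across transcripts, which are not independent, Spearman's rho between coding length and log2 fold change was 0.31. Of 10 groups of transcripts by length, the shortest lay at −0.22 and the longest at 0.17 relative to the median of all. Without 73 ribosomal protein transcripts, which are short, rho was 0.30, which argues against these as the cause. The fragment length allowed for in the effective lengths was longer in the treated library by 5.78 bases. Whether fragment size or RNA integrity differed between the 2 libraries for a technical reason, or the trend comes from the treatment, cannot be told apart with 1 library per condition.

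Iron. The iron uptake list, with 12 of its 27 genes in Table 3 by name or by value, lay 2.80 above the median of all tested transcripts. Its changes were not uniform among related genes. *FTR1* rose by 3.77 while *FTR2* fell by 0.60, and *FRP1* rose by 3.16 while *FRP2* fell by 1.89, in all of the scalings tried. *FRP2* lies between *CSA1*, which rose, and *SOD3*, with 1.07. *HMX1*, for a heme oxygenase, fell by 1.03. A hypothesis was that transcripts of iron-using enzymes fall as uptake rises. The 18 iron-using enzymes lay at −0.04 relative to the median of all, at the percentile of 24.4 among random lists, but 9 of the 18 were above the median of all and their values ran from −0.68 (*ISU1*) to 1.83 (*CAT1*), so the list's median does not decide it and the hypothesis stays open. The list of iron regulators lay 0.56 above, at the percentile of 99.9, with no gene past the threshold: *SEF1*, *SFU1* and *HAP43* had log2 fold changes of 0.43, 0.35 and 0.28, and *HAP3* had 1.68 (95% interval 1.20 to 2.21). In 10 copper genes the median lay 0.47 above, at 99.7. *SOD1*, which needs copper, fell by 1.79 while *SOD3* rose by 1.07.

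Sulfur, vitamin B6 and phosphate. The 15 sulfur assimilation genes lay 0.50 below the median of all tested transcripts, under nearly all random lists (percentile 0.010). The 12 of them outside Table 3 lay at −0.44 (percentile 0.030). With the trend with coding length removed the 15 lay at −0.57, which argues against that trend. *MET3*, *MET10*, *MET14* and *SUL2* were past −2. *SNZ1* and *SNO1*, neighbours in ASM18296v3, had log2 fold changes of −3.39 and −2.69, and *PHO84*, for a phosphate transporter, −2.94. *TRY5* and *TRY6* went from 39 to 6 and from 22 to 5 counts. CAALFM_CR00840CA had 20 counts untreated and 0 treated, at least 8.84-fold lower, with a deposited count that was not whole. CAALFM_C209830CA and CAALFM_C107950CA had −2.34 and −2.20. No biological explanation was tested for these falls.

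Other lists, each relative to the median of all tested transcripts. Hyphal growth and biofilm lay at 0.79 (percentile 100), although *UME6* fell from 64 to 19 counts and *HWP1* and *ECE1* had fewer than 10 counts in each library. Cell wall stress lay at 0.80 (100), DNA replication and G1/S at 0.65 (100), drug response at 0.55 (99.8), the *FET* family at 0.64 (99.0) and the *CFL* family, whose 4 tested genes are all in Table 3, at 6.33 (100). Ergosterol synthesis lay at 0.17 (89.8), alkaline pH response at 0.20 (88.2), oxidative stress at 0.01 (46.2), heat shock at −0.01 (34.4) and zinc, with 3 genes tested, at −0.67 (3.86). The mutant list for hyphal growth, biofilm or cell wall lay at the percentile of 99.98 and the iron-related one at 99.8. With the length trend removed from all transcripts, 13 of the 19 lists lay outside the range that holds 95% of random lists, as many as before. The *FET* family moved just inside it (0.53, percentile 97.4) and ergosterol synthesis outside it (0.24, percentile 98.4). Many lists stood above the random lists, so a high percentile alone does not single out a list. With random lists drawn only from transcripts with a symbol, the percentile of the housekeeping list was 97.6 and that of the iron uptake list 100.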
